A study of Mus musculus with 12 samples.

How the data were processed

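Binding of RNA polymerase II, here Pol II, was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in epithelium from the mouse duodenum, the first part of the small intestine. Per the labels, the epithelium was released from the tissue with EDTA and passed through a filter that held back villi and let the smaller crypts through. The labels list 12 samples. They comprise 3 Pol II libraries from wild-type (WT) villus, 3 from WT crypt and 3 from villus of mice with a double knockout (DKO) of the transcription factors HNF4A and HNF4G, and 3 input libraries, 1 for each of these groups. Per the labels' protocols, the knockout was induced with tamoxifen, WT mice received the vehicle alone, and the EDTA treatment of mutant tissue was shorter than that of WT tissue. Genotype, tamoxifen and EDTA time therefore varied together between the WT and DKO groups.

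Pol II counts over promoter-proximal and gene body windows of RefSeq transcripts were made by the authors with featureCounts 2.0.3, per the file headers. The headers record counting of read pairs with a mapping quality of at least 30, duplicates ignored, and a read pair assigned to every window it overlapped. They record no option for strand. Each promoter window was 402 bp long, and no gene body window was shorter than 1001 bp. These tables have no line that names their columns. The 18 columns of per-library counts (9 in each table) could therefore be matched to no sample by name, and they were not used in any step. The positions and lengths of the 44308 promoter and 41048 gene body windows were used. The planned quasi-likelihood tests of promoter and gene body counts, the tests of the promoter to gene body ratio (pausing) and the gene set tests on library values were not run for this reason, and depth per library was not analysed here.

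All results rest on 2 tables of comparisons deposited by the authors, of WT villus with WT crypt and of WT villus with DKO villus. Per the file headers these are tables in the DESeq2 results format, and the authors' DESeq2 version, gene filter, size factors and the window counted are not stated there. For each of 6429 genes the authors deposited a mean Pol II signal, which is the mean over all libraries of counts divided by size factors, a log2 fold change, its standard error on the log2 scale, a Wald score, a p-value and an adjusted p-value. The mean signal was identical in both tables, so the fits shared their libraries. The deposited Wald scores equalled the log2 fold change divided by its standard error to within 1.78e-07. This does not tell whether the authors shrank the deposited fold changes, and the rebuilt values below take them as unshrunken. The deposited adjusted p-values equalled the Benjamini-Hochberg adjustment over the 6429 genes to within 3.76e-07. The mean signal ran from 13.1 to 6634, with a median of 144. The median standard error was 0.14 in both tables. The labels list 3 libraries per group, and the number in the authors' deposited fit is not stated. Standard errors are printed after ±. A gene was called when its adjusted p-value was under 0.05.

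Signs follow the tables' names, which put villus before crypt and WT before DKO, so a positive value means more Pol II signal in WT villus. The signs were checked from the standard errors. The mean signal of each of the 3 groups was rebuilt from the mean over all libraries and the 2 fold changes, assuming groups of equal size, and the difference between the squared standard errors of the 2 tables was fitted by non-negative least squares on the inverse group means. With both signs as named the fit explained 90.1% of the sum of squares. With the first sign reversed it explained 51.6%, with both reversed 1.54%, and with the second reversed it explained nothing. A comparison of DKO villus with crypt was formed as the difference of the 2 deposited log2 fold changes. Its standard error was set to the largest value it can have if the libraries' errors are independent, the root of the summed squares. This rebuilding was tested on simulated counts for 6429 genes, of which 200 were changed by a log2 fold change of 1 in DKO villus. With the largest standard error 78% of the changed genes were recovered and 0 unchanged genes were called, and with a standard error rebuilt from the fit 98.5% were recovered and 12 unchanged genes were called.

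Because the 2 comparisons share the WT villus libraries, their relation was set beside 1000 simulations of unchanged groups. Counting noise was fitted from the standard errors for crypt and DKO villus. For WT villus it could not be fitted and was set to the mean of the values of these groups. Spread beyond counting noise was taken as equal in all groups, and errors were drawn independently for each gene. The rebuilt standard error rests on the same value for WT villus. Lists of marker genes were fixed before the data were examined, for the targeted genes, enterocytes, crypt stem cells, proliferation, immediate early and stress genes, immune cells, mesenchyme and secretory cells. The planned camera test needs values per library, so each list's median log2 fold change was instead given its percentile among 10000 random lists of the same size matched on mean signal in 20 bins. This describes the list in these tables and is not a test across mice. Across simulated tables, 4.5% of 200 unchanged lists lay outside the middle 95% of random lists, and 100% of lists shifted by 0.5 lay above it. The genes named in the text are Hnf4a and Hnf4g, the genes of the fixed lists, and for each table the 4 genes with the largest fold change in each direction among called genes with a mean signal at or above the median. The planned condition that the libraries of the groups do not overlap could not be applied. Shares of genes are given with 95% Wilson intervals, which treat genes as independent and cover counting error only.

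Gene symbols were matched to RefSeq gene records of GRCm38.p6 for names only. Of the 6429 genes, 6401 matched by symbol, 17 by an older symbol and 11 not at all. Positions are those of the authors' windows, from the first to the last base of a gene's promoter and gene body windows on its main chromosome, and 6410 genes have them. The file headers name no genome build. Only 8.68% of the matched promoter windows start inside the GRCm38 position of their gene, so the windows were made on another build, and no GRCm38 coordinates were used. No block or leave-one-out fit, and no other split of the libraries, could be computed from tables of comparisons. Computed alternatives changed the adjusted p-value threshold, added a limit of 1 on the log2 fold change, or centred fold changes on their median. Others kept genes with a mean signal of at least 100, tested against changes up to 0.5, or raised counting noise to 3 libraries per group. The rest left out genes that overlap another tested gene, matched random lists also on transcript span, or used the rebuilt standard error. Overlaps with genes outside the 6429 were not considered, so read pairs shared with those genes remain. The threshold of 0.01 and the limit of 1 were planned before the data were examined for some results, and the other alternatives were chosen after the tables were seen. A test of genes related to the H2 genes is not reported here. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.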

Results

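Pol II occupancy was compared between villus and crypt cells of the mouse duodenal epithelium, and between WT villus and villus of mice labelled as HNF4 double knockouts. Crypts hold the stem and dividing cells of the intestinal lining, and villi hold its differentiated cells, mostly absorptive enterocytes. HNF4A and HNF4G are related transcription factors of the intestinal epithelium. The first comparison surveys Pol II binding along the crypt-villus axis, and the second asks where Pol II recruitment depends on HNF4. The labels list 3 Pol II ChIP-seq libraries for each group. The values are those of the authors' deposited tables for 6429 genes, with a mean Pol II signal between 13.1 and 6634 size-factor-normalised counts. The depth of each library is not known from these tables, and the window over which the signal was counted is not stated in them.

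The targeted genes were examined first. In the authors' deposited table, Pol II signal at Hnf4a was higher in the villi labelled DKO than in WT villi, with a log2 fold change of WT over labelled-DKO villus of -0.54 ± 0.14 (SE) and a DESeq2 adjusted p of 4.84e-04. The same held for Hnf4g, with -1.45 ± 0.22 and an adjusted p of 7.81e-10, a 2.74-fold higher signal in the labelled-DKO villi. The direction at both targeted genes is therefore not a loss of Pol II in the libraries labelled DKO, and every direction between genotypes given here rests on the tables' names and on the check of signs from the standard errors. Neither gene differed between WT villus and crypt in the authors' deposited table, with 0.15 ± 0.14 (adjusted p 0.429) for Hnf4a and -0.11 ± 0.22 (adjusted p 0.737) for Hnf4g. In the authors' coordinates Hnf4a lay on chromosome 2 from 163332493 to 163398143, and Hnf4g on chromosome 3 from 3507930 to 3659300. The Hnf4a windows overlapped the antisense gene Hnf4aos, and the counting recorded no use of strand. Hnf4aos, looked up for this overlap, moved the other way in the authors' deposited table, at 0.65 ± 0.09 with an adjusted p of 2.31e-12.

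In the authors' deposited table of villus against crypt, 2403 of 6429 genes (37.4%) had an adjusted p under 0.05. Of these, 1193 had more Pol II signal in villus and 1210 had more in crypt. The alternative that lowered this count most was a test against changes up to 0.5 on the log2 scale, which called 252 genes, 222 of them higher in villus. The called genes with a change beyond 1 on the log2 scale numbered 285, of which 226 were higher in villus and 59 were higher in crypt. After centring on the median, 1356 genes were higher in villus and 951 were higher in crypt, so the balance of directions depended on the scaling. The larger changes were mostly toward villus.

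Among called genes with a mean signal at or above the median, the authors' deposited table gave the largest increases in villus for Fos, Akp3, Crip1 and Pck1. Fos, on chromosome 12 from 86814740 to 86817724, had a log2 fold change of 2.29 ± 0.24 with an adjusted p of 1.03e-19. Akp3, on chromosome 1 from 89021429 to 89024803, had a change of 2.28 ± 0.50 with an adjusted p of 4.08e-05. Its standard error was over double that of Fos at a lower mean signal, of 158 against 571. The fitted spread between replicates beyond counting noise was also larger, at 41.8% for Akp3 against 19.9% for Fos. Crip1, on chromosome 12 from 114390123 to 114391590, had a change of 2.26 ± 0.22, and Pck1, on chromosome 2 from 172978474 to 172984275 and within 10 Mb of Hnf4a, a change of 2.23 ± 0.21. These changes differed by less than their standard errors. The genes with the largest increases in crypt were Dmbt1, Gas5, Snhg1 and Rpl3. Dmbt1, on chromosome 7 from 138175483 to 138264642, had a log2 fold change of -1.91 ± 0.32 with an adjusted p of 3.79e-08. Gas5, on chromosome 1 from 162964947 to 162968170, had a change of -1.43 ± 0.26. Snhg1, on chromosome 19 from 8797877 to 8800316, had a change of -1.36 ± 0.30, and its windows overlap another gene. Rpl3, on chromosome 15 from 79907711 to 79914186, had a change of -1.32 ± 0.25. Against changes up to 0.5, Snhg1 no longer passed the threshold, with an adjusted p of 0.106.

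In the authors' deposited table of WT villus against labelled-DKO villus, 3338 genes (51.9%) had an adjusted p under 0.05. Of these, 1443 had more Pol II signal in WT villus and 1895 had more in labelled-DKO villus. The median log2 fold change of all genes was -0.08, and after centring on it 3132 genes passed, with 1710 higher in WT and 1422 higher in labelled-DKO villus. The direction held by the majority of called genes therefore depended on the scaling. The alternative that lowered the count most was the limit of 1 on the log2 fold change, with 559 genes, of which 420 were higher in WT and 139 were higher in labelled-DKO villus. Against changes up to 0.5 the count was 637.

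The largest decreases in labelled-DKO villus by the same rule were at Ada, Btnl6, St3gal4 and Clec2h in the authors' deposited table. Ada, on chromosome 2 from 163551807 to 163576325 and so within 10 Mb of Hnf4a, had a log2 fold change of WT over labelled-DKO villus of 4.39 ± 0.18 with an adjusted p of 2.69e-128. Btnl6, on chromosome 17 from 34644380 to 34654647, had a change of 4.29 ± 0.14. St3gal4, on chromosome 9 from 34853661 to 34924799, had a change of 4.21 ± 0.10, and its adjusted p is listed at 0. Its windows overlap another gene. Clec2h, on chromosome 6 from 128612303 to 128626892, had a change of 4.08 ± 0.18. All 4 genes also had more signal in WT villus than in crypt, from 1.08 ± 0.10 for St3gal4 to 1.93 ± 0.18 for Ada. The largest increases in labelled-DKO villus were at Dmbt1, Ndrg1, Areg and Tm4sf4. Dmbt1 had a change of -3.84 ± 0.32 with an adjusted p of 7.88e-32. Ndrg1, on chromosome 15 from 66760380 to 66801553, had a change of -3.05 ± 0.30 with an adjusted p of 8.08e-23. Areg, on chromosome 5 from 91568525 to 91576958, had a change of -3.02 ± 0.60 with an adjusted p of 2.59e-06, and its standard error was the largest among these genes. Tm4sf4, on chromosome 3 from 57229232 to 57245097, had a change of -2.62 ± 0.17. Of these genes Ndrg1 and Areg were not told apart between villus and crypt in the authors' deposited table, with adjusted p-values of 0.932 and 0.662. Tm4sf4 was higher in villus than in crypt, at 0.85 ± 0.18 with an adjusted p of 1.86e-05.

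The comparisons were then set side by side, to ask whether genes that gain Pol II from crypt to villus are those that differ in the labelled-DKO villi. Across genes, the log2 fold changes correlated with Pearson's r of 0.718 and Spearman's rho of 0.687. Genes are not independent replicates, and both comparisons use the same WT villus libraries, so r is above 0 without any effect. In 1000 simulations with no group changed, r averaged 0.50 and reached at most 0.536. All simulations drew errors independently for each gene, with the noise of WT villus assumed and not fitted. In simulations that kept the villus-crypt differences and left DKO unchanged, r reached at most 0.244. Of the 1193 genes higher in villus than crypt, 900 (75.4%, 95% interval 72.9 to 77.8) were called higher in WT than in labelled-DKO villus, and 40 were called in the other direction. Of the 1210 genes higher in crypt, 890 (73.6%, 71.0 to 76.0) were called higher in labelled-DKO than in WT villus, and 13 the other way. Regardless of calls, 90.3% of the villus-high genes had a positive change of WT over labelled-DKO villus, against at most 62.9% in the simulations with DKO unchanged. Of the crypt-high genes 95.1% had a negative change, against at most 66.2%. The crypt-high share moved most with the setting. With a change beyond 1 required in both comparisons it was 25.4% of 59 genes, while the villus-high share was 67.3% of 226 genes. Conversely, 965 of the 1895 genes higher in labelled-DKO villus (50.9%) were not called between villus and crypt.

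**Figure D1:**
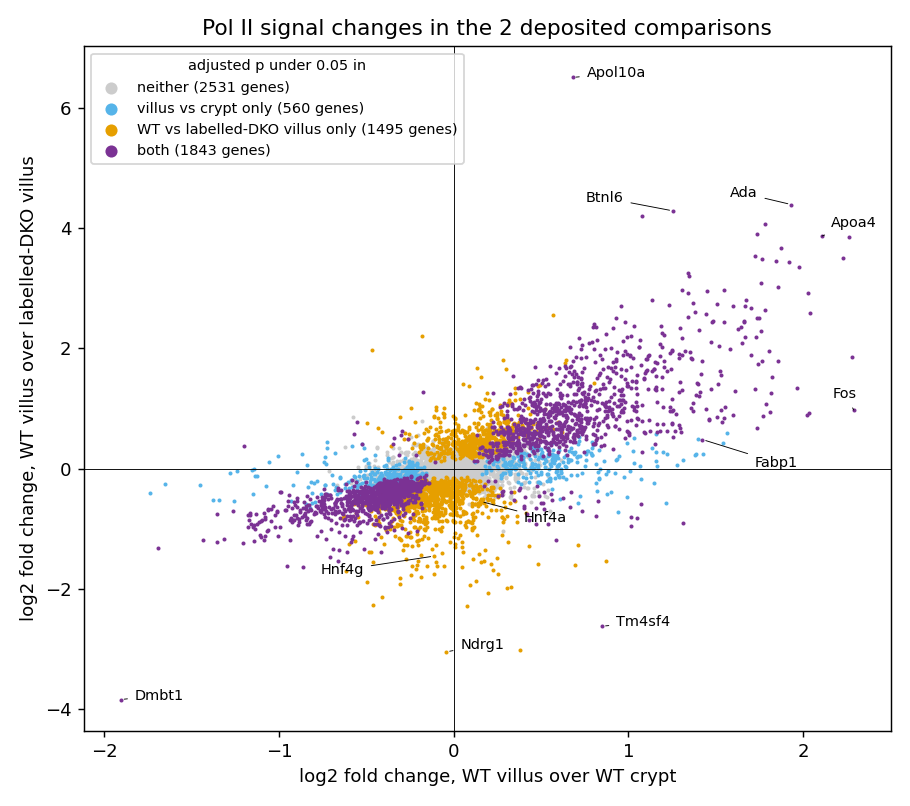
Each point is a gene of the authors' deposited tables, placed by its log2 fold change of WT villus over WT crypt (horizontal axis) and of WT villus over labelled-DKO villus (vertical axis), and coloured by the comparisons in which its adjusted p was under 0.05. The points rise from lower left to upper right with r of 0.718, Ndrg1 and Tm4sf4 lie off this trend, and 2531 genes were called in neither comparison.

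Marker lists fixed before the data were examined were read in the same tables. Of 22 enterocyte genes 21 were among the 6429 genes. In the authors' deposited tables all 21 were called higher in villus than crypt, and all 21 were called higher in WT than in labelled-DKO villus, and both counts were the same adjusted over the list alone. The list's median log2 fold change was 1.42 for villus over crypt, with a range of 0.49 to 2.11, and 1.91 for WT over labelled-DKO villus, with a range of 0.49 to 3.87. Each median lay above all 10000 random lists matched on mean signal. Apoa4 had the largest change of the list in both tables, at 2.11 ± 0.20 and 3.87 ± 0.22, and Fabp1 had the smallest between genotypes, at 0.49 ± 0.18 with an adjusted p of 0.0180.

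**Figure D2:**
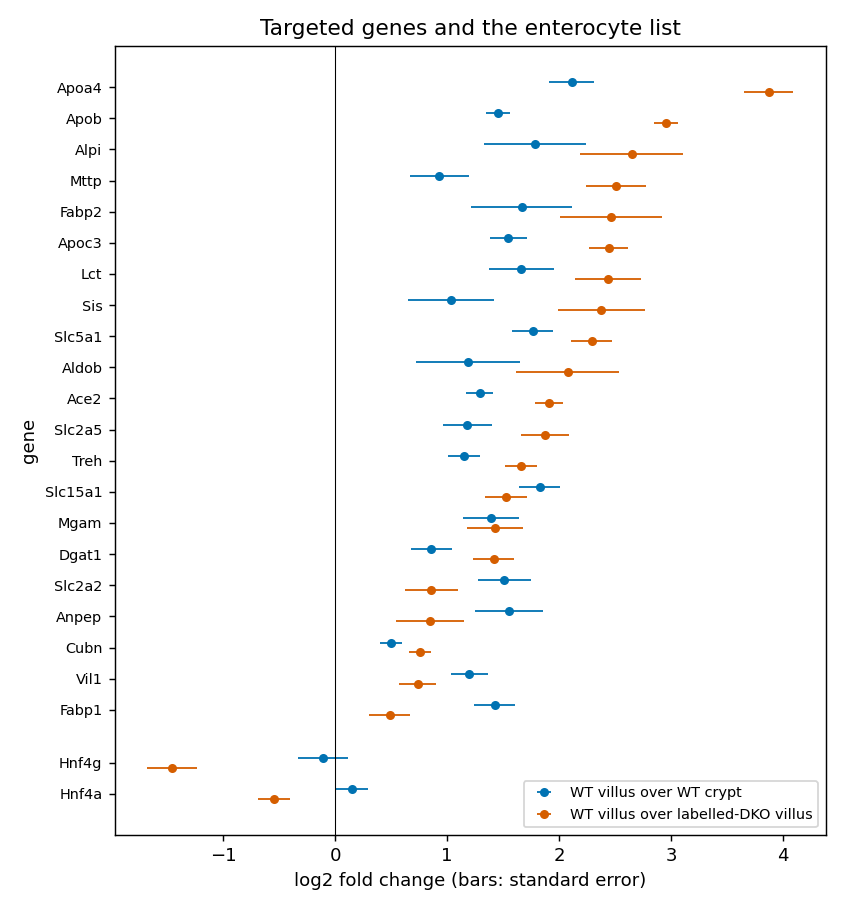
Log2 fold changes (horizontal axis) of the 21 enterocyte genes and the 2 targeted genes (vertical axis) in the authors' deposited tables, for WT villus over WT crypt (blue) and WT villus over labelled-DKO villus (orange), with bars for the standard error. All enterocyte genes lie above 0 in both comparisons, while Hnf4a and Hnf4g lie below 0 between the genotypes.

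The other lists were covered in part. Of 20 crypt stem cell genes 7 were among the genes tested. The authors' deposited table called 5 genes higher in crypt than villus, and Sp5 was called higher in villus at 1.37 ± 0.25. The counts were the same adjusted over the list alone. The list's median was -0.68, below all random lists. Between the genotypes 4 genes (5 adjusted over the list alone) were called higher in labelled-DKO villus and 1 lower, and the median of -0.38 lay at the 6.22 percentile of random lists. Of 20 proliferation genes 5 were tested. The authors' deposited tables called 4 genes higher in crypt than villus and 4 were called higher in labelled-DKO than WT villus, the same numbers as adjusted over the list alone, with medians of -0.64 and -0.61. Of 16 immediate early and stress genes 12 were tested. Of these 9 were called higher in villus than crypt, and between the genotypes 6 were called higher in WT villus and 2 (Egr1 and Hspa8) higher in labelled-DKO villus, with the same counts adjusted over the list alone. This list's medians were 0.73 and 0.34, at percentiles 99.99 and 98.4 of lists matched on mean signal, and at percentiles 94.1 and 71.5 once lists were matched on transcript span as well. Of 12 secretory cell genes 9 were tested. The authors' deposited table had 4 of them higher in villus and 2 (Agr2 and Spink4) higher in crypt. Between the genotypes 3 were called higher in labelled-DKO villus, with the same counts adjusted over the list alone. The medians of 0.21 and -0.07 lay at percentiles 93.9 and 49.8, and centring, which shifts all genes alike, moved the latter median to 0.0096. Of 14 immune genes 5 were tested, and Cd74 alone was called, higher in villus and higher in WT, also adjusted over the list alone. The medians of 0.19 and -0.09 lay at percentiles 90.4 and 41.5. The 12 mesenchyme genes were not among the genes tested, and a contribution of mesenchyme was not analysed here.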

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

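The counts of called genes moved most with the size of change required, as fewer genes can pass a larger limit. With a log2 fold change beyond 1, 285 genes were called between villus and crypt, 559 between WT and labelled-DKO villus, and 223 between labelled-DKO villus and crypt, against 2403, 3338 and 874. Against changes up to 0.5 the counts were 252, 637 and 90. An adjusted p under 0.01 left 1739, 2630 and 558 genes. All genes called under these settings were among those called with the settings of the report. For labelled-DKO villus against crypt, a standard error rebuilt from the shared fit, in place of the largest possible one, raised the count from 874 to 1923 and kept all 874. Centring gave 2307, 3132 and 878 genes, of which 2144, 2865 and 871 were shared with the uncentred calls. A mean signal of at least 100, genes without an overlap, and counting noise raised to 3 libraries per group left each count within 1.5 times. The raised counting noise gave 1943, 2851 and 642 genes, each among those called before.

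The share of villus-high genes called higher in WT than labelled-DKO villus was 75.4%, and the single alternative outside its interval was the limit of 1, with 67.3%. The share of crypt-high genes called higher in labelled-DKO villus, 73.6%, was more dependent on the settings. It was 69.7% with an adjusted p under 0.01, 66.1% after centring, 76.8% with a mean signal of at least 100, 70.9% with raised counting noise, 25.4% of 59 genes with the limit of 1, and 16.7% of 30 genes against changes up to 0.5. These last 2 settings leave few crypt-high genes, and the cause of the drop was not tested. The correlation of 0.718 stayed within its bootstrap interval with a mean signal of at least 100 and without overlapping genes.

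Centring adds the same amount to every gene, so 2 list medians that lay just below 0 between the genotypes crossed it, the secretory median to 0.0096 and the histone median to 0.071. Their percentiles of 49.8 and 76.8 among random lists did not change, so this is no reversal relative to other genes. Among counts by direction, list medians and named genes, 353 recomputed values kept their direction and side of the threshold, 18 became weaker, 17 counts moved by more than 1.5 times and these 2 medians crossed 0. Many of the 353 could hardly change, since most settings leave a gene's fold change as it was and centring leaves a list's percentile as it was. Their number is therefore no measure of robustness. Of the weaker ones, Hnf4a between the genotypes did not pass against changes up to 0.5 or the limit of 1, and the immediate early and stress list did not stand apart from lists matched on transcript span.

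No paired analysis was possible because the deposited tables give no values per library, and the columns of counts carry no replicate numbers. Leaving out each replicate, other splits of the libraries, DESeq2 against other tools and other size factors were not run for the same reason, so no result here is checked against the loss of 1 library. Other filters, pseudocounts and models for promoter, gene body and pausing tests were not run either. The settings other than an adjusted p under 0.01, and the limit of 1 for genes shared by the comparisons, were chosen after seeing the data. Depth limits the genes with a low signal, since the standard error includes counting noise that grows as the signal falls.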

Other observations

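The tests of the table's sign, of exchanged groups, of Hnf4aos, of counting noise, of ribosomal protein genes as a choice of extremes, of histone scaling, of EDTA time, of the spread at enterocyte genes, of the H2 haplotype and of convergent neighbours, and the list-alone count and rebuilt standard error for enterocyte genes, were chosen only after the result was seen. Gene families and single genes outside the fixed lists and the naming rule were also chosen after their values were seen.

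The higher Pol II signal at Hnf4a and Hnf4g in the libraries labelled DKO runs against what a loss of the genes might be taken to show. A reversed sign in the second table is argued against by the standard errors, which were fitted to 90.1% with the sign as named and not at all with that sign reversed. Reads shared with Hnf4aos are argued against at Hnf4a, since Hnf4aos was higher in WT, at 0.65 with an adjusted p of 2.31e-12. Scaling is argued against, since Hnf4a kept -0.46 (adjusted p 0.00354) after centring and Hnf4g also stayed past the threshold. An exchange of the WT and DKO villus groups as a whole is argued against by the enterocyte genes, whose median over crypt was 1.42 in villi labelled WT and -0.62 in villi labelled DKO. An exchange of single libraries was not tested. Pol II occupancy reads transcription of the locus and not functional protein, so a candidate explanation is that the altered genes are still transcribed and lose a brake on their own transcription. This hypothesis was not tested.

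Simulated unchanged groups reached a correlation between the comparisons of at most 0.536, against the observed 0.718. Under the noise assumed, this argues against independent noise of the shared WT villus libraries as the whole cause. Errors that these libraries share across many genes were not simulated, so they are not excluded. With the noise of WT villus set as in the simulations, r was 0.746 after the noise was removed. Whether labelled-DKO villus lies below crypt at enterocyte genes was then examined. For the 21 enterocyte genes the median log2 fold change of labelled-DKO villus over crypt was -0.62, below all 10000 random lists, and 16 of the 21 were lower than in crypt. The test written down first used the largest possible standard error and asked for most of the genes to pass. It called 5 lower than crypt and 1, Fabp1, higher, so most did not pass. Adjusted over the list alone 7 were called lower and 1 higher, which argues against noise as the cause at those genes. With the rebuilt standard error, turned to after the first outcome, 12 were called lower, these 7 among them, and 3 higher. Adjusted over all genes, 5 were thus called lower with the largest possible standard error and 12 with the rebuilt one. Many of these calls depended on the standard error used, and the list did not move as a whole. Apob lay at -1.50 and Apoa4 at -1.76, while Fabp1 lay at 0.94. A candidate explanation for the lower genes is that HNF4 also maintains the Pol II level of these genes in crypt cells. Of all 1193 villus-high genes, 243 were called below crypt in labelled-DKO villus with the largest possible standard error, 125 above it, and 825 were called neither way. With the rebuilt standard error these counts were 369, 246 and 578.

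The double knockout comparison holds a change that nearly empties 1 gene. Apol10a, named because of its value, had a log2 fold change of 6.51 ± 0.36 (WT over labelled-DKO) in the authors' deposited table. Its rebuilt mean signal was 161 in WT villus, 100 in crypt and 1.77 in labelled-DKO villus. The gene lies on chromosome 15 from 77307377 to 77320999. A deletion or strain variant at this locus in the knockout mice and dependence on HNF4 are both untested.

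Ribosomal protein genes and small nucleolar RNA host genes were prominent among genes with more signal in crypt. The list held 71 genes with symbols of the Rpl and Rps families, picked by a symbol pattern that leaves out members such as Rplp0, Rplp1, Rpsa, Rpl36al and Rps27rt. The 71 had negative log2 fold changes of villus over crypt, and 62 were called. Their median was -0.76, below all 10000 lists matched on mean signal, which argues against a choice of extremes. Lists matched on transcript span had a median of -0.010, so short gene length is argued against too. The 15 small nucleolar RNA host genes had a median of -0.82. Between the genotypes the medians were -0.65 and -0.67, with 57 and 9 genes called higher in labelled-DKO villus. The ribosomal protein genes have processed copies in the genome, and whether the required mapping quality removed all shared read pairs was not tested. For labelled-DKO villus over crypt the ribosomal protein genes had a median of -0.14, at percentile 0.06, and the host genes -0.15, at percentile 4.5. The 5 proliferation genes had -0.22, at percentile 6.41. The 7 crypt stem cell genes lay lower, at -0.51 and percentile 0.09, with 4 called below crypt. A candidate explanation, not tested, is a growth programme of crypt cells that is retained in part in labelled-DKO villi.

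Histone genes were less clear. The list held 31 genes with symbols of the histone clusters or of linker histones, and not variants such as H3f3b, which was higher in villus at 0.74 (adjusted p 2.60e-04). The 31 genes had a median log2 fold change of villus over crypt of -0.73, and 18 were called higher in crypt. Scaling is argued against, since the centred median was -0.68, and short length is argued against, since lists matched on span had a median of -0.068. Between the genotypes their median was -0.0098 (0.071 after centring), at percentile 76.8 of random lists, with 9 called higher in WT and 1 higher in labelled-DKO villus. Without overlapping genes it was -0.19, at percentile 21.0. Labelled-DKO villus over crypt had a median of -0.82, and 12 of the 31 were called below crypt. The gain of signal at ribosomal protein genes in labelled-DKO villi may thus not extend to these histone genes, but the difference between the families was not tested. Histone copies are near-identical, so the split of reads between single members is uncertain. Of the 5 proliferation genes, in contrast, 4 were called higher in labelled-DKO villus, so the lists do not point the same way.

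Immediate early genes had more signal in WT villus than in labelled-DKO villus, and WT tissue was treated longer with EDTA, which could raise stress transcription. Of the 9 immediate early genes tested, 6 were called higher in WT villus. The longer EDTA treatment of wild-type tissue cannot be told apart from genotype for these genes, because EDTA time and genotype varied together. Of the same genes 8 were called higher in WT villus than in WT crypt, for which the labels give a single EDTA time. This shows another source of difference and does not exclude EDTA between the genotypes. Egr1 was called higher in labelled-DKO villus, at -1.18 ± 0.22 in the authors' deposited table. Of the stress genes of the fixed list, Hspa1a and Hspa1b were not among the genes tested. The others were not called higher in WT villus than in labelled-DKO villus. Hspa8 was called higher in labelled-DKO villus, at -0.72 ± 0.25, and Dnajb1 (-0.06) and Hsp90aa1 (-0.12) were not called. Effects of filtering time and of tamoxifen remain open and untested.

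The 17 genes with H2 symbols, mostly histocompatibility genes, were picked by the symbol alone. They had a median log2 fold change of 1.56 for WT over labelled-DKO villus, with 14 called higher in WT and 1 (H2-Ke6) lower. For villus over crypt in WT mice the median was 0.84. With a mean signal of at least 100 these medians were 0.99 and 1.44, so their order depended on the signal required. A different haplotype in the knockout mice could lower the mapped reads of the H2 genes. The difference between villus and crypt of WT mice, at 0.84, does not exclude this, and a haplotype cannot be told apart from regulation for these genes without the strain of each library. Many of the H2 genes are close copies of each other, so values of single members are uncertain.

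Neighbouring genes changed alike, with overlaps and neighbours taken among the tested genes only. Across 941 overlapping pairs the log2 fold changes of WT over labelled-DKO villus correlated with r of 0.682 (bootstrap 95% interval 0.632 to 0.732). Across 1474 pairs within 10 kb without overlap r was 0.505 (0.452 to 0.557), and across 2223 neighbours over 100 kb apart it was 0.017. Reads shared between overlapping genes, which the recorded counting option assigns to each of them, could be part of the difference between 0.682 and 0.505. That difference was not tested within pairs of the same orientation. Convergent pairs without overlap had an interval of 0.575 to 0.686, which overlaps that of overlapping pairs. Transcription running past gene ends fits 1 contrast among the others, since convergent pairs reached 0.635 and the upper limit for divergent pairs was 0.508. Tandem pairs, at 0.432 (0.350 to 0.517), were not told apart from divergent pairs. Transcription past gene ends is not the whole cause, since divergent pairs still correlated at 0.348 (0.160 to 0.508). Regulation shared within a region remains open and untested. Gp1bb and Septin5, which overlap on chromosome 16, moved together at -2.28 ± 0.60 and -1.98 ± 0.53 in the authors' deposited table and may be 1 signal counted for 2 genes.

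The standard errors of 933 genes (14.5%) between villus and crypt, and of 1127 genes (17.5%) between the genotypes, were below the counting noise of 3 libraries against 3 at the rebuilt group means. The fitted counting term was 0.169 divided by the mean signal in crypt and 0.122 in labelled-DKO villus, against 0.333 for 3 libraries with size factors of 1. Size factors that average above 1 could give this, as could more libraries in the fit than the labels list, and these were not separated. The mean signal is then not a read count. Raising the noise to 0.333 lowered the calls to 1943 and 2851 genes. The fitted spread between replicates beyond counting noise had a median of 10.0% over all genes. For the enterocyte genes its median was 16.2%, above all random lists matched on mean signal, whose median was 8.88%, so the trend of spread with signal is argued against as the cause. Replicates that differ in the share of mature enterocytes are a candidate explanation that was not tested.

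Other technical explanations gave little. Fold changes had no monotone trend with transcript span, with rank correlations of -0.013 for villus over crypt and -0.038 for WT over labelled-DKO. This does not exclude a dependence among short genes. Of the genes within 10 Mb of Hnf4a (93 genes) or Hnf4g (4 genes), 51.5% were called between the genotypes. This share lay at percentile 49.5 of random runs of neighbouring genes, which argues against strain sequence around Hnf4a as a wide cause. The 4 genes near Hnf4g are too few to decide this for that region. Ada and Pck1 lie within this distance of Hnf4a, and an effect of strain sequence at single genes stays open and untested. The 83 X-linked genes had a median log2 fold change of WT over labelled-DKO of 0.053, above the range of the autosomes' medians (-0.16 to 0.013) and at percentile 98.2 of random lists. The same genes were also shifted for villus over crypt, at 0.088 and percentile 99.6, and both comparisons share the WT villus libraries. A difference in sex between the groups cannot be told apart from other causes for these X-linked genes, because the labels give no sex, no Y-linked gene or Xist is among the genes tested, and the shift is small.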
